A study of Homo sapiens with 12 samples.

How the data were processed

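Poly(A) RNA was sequenced from ARPE-19 cells, an established human line of retinal pigment epithelium (RPE) cells. Per the labels, RNA was extracted with TRIzol, libraries were made with a NEBNext Ultra II kit, and stable lines were collected after 4 days of expression of an open reading frame (ORF). The 12 libraries fall into 4 groups of 3, named by the labels as WT, GFP, GSTA4 and OSK. OSK was read as POU5F1 (OCT4), SOX2 and KLF4. The labels do not say whether the 3 libraries of a group came from 1 stable line or from several, nor how the WT cells were cultured. The contrasts therefore cannot separate the effect of an ORF from other differences between the lines.

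The deposited table holds raw read counts per gene, which the values bear out as whole numbers with a different total in each library. The labels state no aligner, counting tool, genome build, annotation release or strand setting. Gene coordinates are therefore not given, and a gene that overlaps another, or has close relatives, may hold reads of both. Lines of the table are described by a gene symbol, where there is one, and a gene type, with 40 types in all. Of 60605 lines, 20014 had no symbol and held from 0.485% to 0.822% of a library's reads. The comparisons used the 40591 named lines. Among these, 1272 shared a symbol with another line and were kept apart. Total counts ran from 12630675 in GFP replicate 1 to 17045454 in WT replicate 3. The floor of 3 reads, taken as the most that a count of 0 allows, stood at 0.177 to 0.24 CPM (read counts scaled to a common library size). No molecular identifiers are stated, so floors cover counting error only.

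Genes were tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, by the quasi-likelihood test after TMM scaling. The filterByExpr filter with the groups kept 15179 genes. All 12 libraries entered a single fit with a mean per group and no covariate, with 8 residual and 12 prior degrees of freedom. The common biological coefficient of variation was 7.91%. The contrasts were GSTA4 against GFP, OSK against GFP, GFP against WT and OSK against GSTA4, and an F test covered any difference among the 4 groups. P-values were two-sided and adjusted by Benjamini-Hochberg within each contrast, with 0.05 as the threshold. Standard errors (SE) of log2 fold changes were the fold change over the root of F. They rescale the test statistic, so with few reads in a group they can lie under the counting error of the fold. Values are given as CPM after TMM scaling with the SD over n = 3 libraries. Fitted fold changes used the default prior count of edgeR, 0.125. Where every library of a group was at or under the floor, the fold is given as a lower bound against the floor.

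Gene sets were tested by preranked enrichment with fgsea 1.28.0 on the signed root of F, adjusted over the sets of a contrast. No published collection was available, so 22 lists were written by hand from general knowledge. Of 723 list entries, 719 matched a symbol in the table. A list needed 8 tested genes. The pluripotency list, with 7 of its 32 genes tested, was not tested, which left 21 sets. These lists are not the collections that the authors used. The normalised enrichment score (NES) is positive where a set lies toward the genes that rose. The response shared by GSTA4 and OSK was measured as Spearman's rho and Pearson's r across genes, with the ORF genes left out. Genes are not independent replicates, so no p-value is given. Because both contrasts use the same GFP libraries, 20 simulations of unchanged groups were drawn as a reference. A first version of that simulation kept the measured GFP counts and was redone after its value had been seen. A further 20 simulations, added at that point, handed the measured fold changes to other genes, so that only the shared control linked the contrasts.

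The groups, contrasts, gene lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the ORF genes. It then named, per contrast, the 3 largest rises and the 3 largest falls among genes past the threshold with a mean of at least 1 CPM, no overlap between the 3 libraries of each group, and a symbol. It also named up to 3 members with the lowest adjusted p-value of each called set that is discussed. Which called sets are discussed with their members was chosen after the results were seen. Some members that the rule names are not reported here. The alternatives were RLE scaling, library size alone, no filter, a mean of at least 1 CPM, DESeq2 1.42.0, the replicate number as a block, each library left out in turn, only the 6 libraries compared, a minimum log2 fold change of 1, and WT as the control. For the sets they were camera with a correlation of 0.01 or an estimated one, fry, ranking by log2 fold change, RLE scaling, a mean of at least 1 CPM, the block, each library left out and WT as the control.

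The tests were checked on simulated counts with 200 changed genes. The quasi-likelihood test recovered 77% of them with 8 false calls, and 85.9% of those with a log2 change of at least 1. The F test recovered 76.5% with 9 false calls, and DESeq2 77.5% with 12 false calls. Each of the 4 set tests called the shifted set and called 0 of 20 unshifted sets. The simulated genes were drawn independently, as preranked enrichment takes them to be. This check could therefore not show false calls that come from correlation between genes. No library was a duplicate of another in its group. The chi-square per degree of freedom between replicates ran from 2.54 to 17.38, where sampling noise alone gives 1. Pairs from different groups were not put to this test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene order, GC content and transcript length for the tests of neighbouring genes came from GENCODE by symbol. Raw reads were not analysed here.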

Results

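Gene expression was measured in 12 libraries of ARPE-19 cells, an immortalised human RPE line. WT names cells for which the labels give no ORF, GFP a line carrying the fluorescent protein as an ORF control, GSTA4 a line expressing glutathione S-transferase alpha 4, and OSK a line expressing the reprogramming factors POU5F1, SOX2 and KLF4. Each group had 3 libraries. Group and line cannot be separated with these labels, so each contrast holds the effect of its ORF together with any other difference between the lines. Total counts were 15722399, 13662128 and 17045454 in WT replicates 1 to 3, and 12630675, 13973112 and 15024601 in the GFP replicates. They were 15599354, 13344775 and 14574592 in the GSTA4 replicates, and 14623863, 16455864 and 14842482 in the OSK replicates. Pearson correlations of log2 CPM across genes ran from 0.984 to 0.99 within groups and from 0.94 to 0.983 between groups. The share of reads on mitochondrially encoded genes was 6.02% ± 0.0369 (SD, n = 3) in WT, 6.32% ± 0.248 in GFP, 7.73% ± 0.16 in GSTA4 and 6.85% ± 0.043 in OSK. GFP replicate 1, the library with the fewest reads, had reads on 27349 named genes, against 19488 to 22073 in the other 11 libraries.

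**Figure D1:**
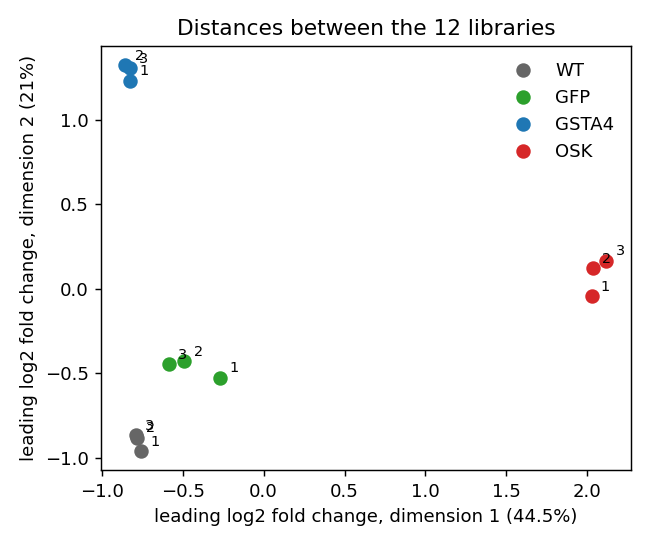
Leading log2 fold changes between the 12 libraries over the 500 most divergent genes of each pair, with a point per library, numbered by replicate and coloured by group. Dimension 1 (44.5% of the variance) sets OSK apart from the other groups, and dimension 2 (21%) sets GSTA4 apart.

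The genes of the expressed ORFs were compared first, as a check of the labels. GSTA4 had 415.8 CPM ± 17.6 in the GSTA4 group and 8.79 ± 0.849 in GFP (n = 3 each), a log2 fold change of 5.56 (SE 0.114, edgeR adjusted p 3.7e-18). POU5F1 had 779.1 CPM ± 26.8 in OSK and 0.22 ± 0.139 in GFP. SOX2 had 628.1 CPM ± 5.02 in OSK and 0.149 ± 0.203 in GFP. KLF4 had 927.8 CPM ± 18.9 in OSK and 0.658 ± 0.34 in GFP. Their log2 fold changes were 11.77 (SE 0.163, adjusted p 1.63e-21), 12.01 (SE 0.174, adjusted p 7.18e-18) and 10.47 (SE 0.188, adjusted p 7.46e-20). With so few GFP reads these folds depend on the prior count. Without GFP replicate 1 the values for POU5F1 and SOX2 were 12.36 and 13.82. These moves exceed the SEs given, which do not measure the spread of such folds. All 4 genes were past the threshold in their own group over all genes tested, and 4 of 4 adjusted over the list alone. The alternatives left that number at 4. GSTA4 also differed between the groups that did not carry it as an ORF, at 5.47 CPM ± 1.46 in WT and 20.19 ± 2.61 in OSK. Its log2 fold change was 1.20 in OSK against GFP (SE 0.127, adjusted p 1.33e-07) and 0.68 in GFP against WT (SE 0.153, adjusted p 0.00355). A carried share of 2.8% of the GSTA4 level would give the gain in OSK of 11.4 CPM. Other ORF genes were past the threshold in groups that do not carry them, by small margins and with few reads. KLF4 had 1.57 CPM ± 1.01 in the GSTA4 group, a log2 fold change of 1.32 against GFP (SE 0.412, adjusted p 0.0202). The call was lost without GSTA4 replicate 1 (log2 fold change 0.68) and without GFP replicate 3 (0.92), and the adjusted p over its alternatives ran from 0.000219 to 0.295. SOX2 had 0 reads in the 6 GSTA4 and WT libraries and 5, 0 and 1 reads in GFP, with adjusted p-values of 0.042 in GSTA4 against GFP and 0.0468 in GFP against WT. Both calls were lost without GFP replicate 1, the former also without any 1 of the GSTA4 libraries and the latter also without any 1 of the WT libraries. Over all alternatives the adjusted p-values ran from 0.0129 to 1 and from 0.0194 to 0.345. The table does not separate reads of the ORF from reads of the endogenous gene.

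**Figure D2:**
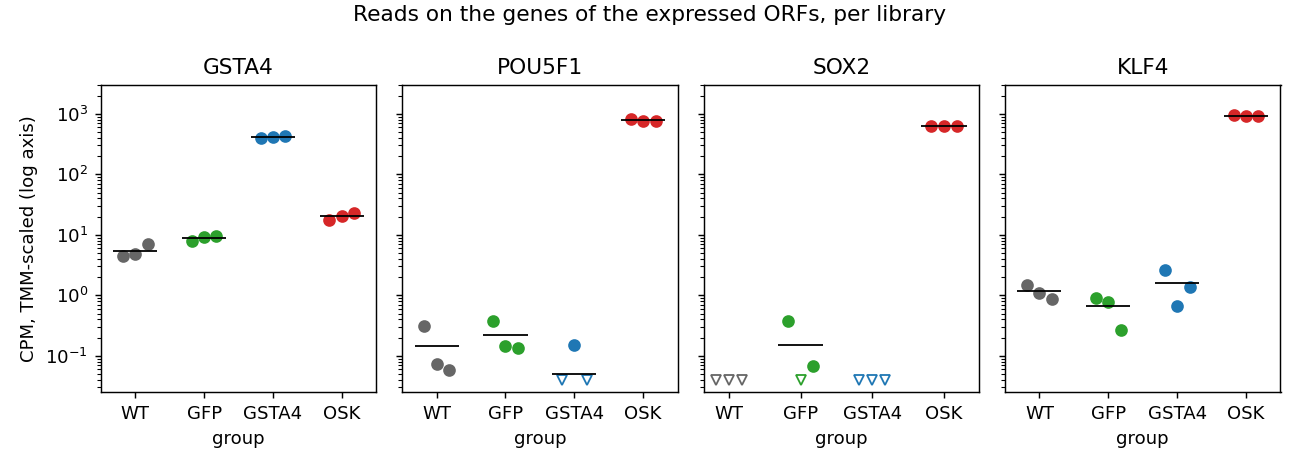
CPM of GSTA4, POU5F1, SOX2 and KLF4 on a log axis, a point per library and a line at the mean of 3; open triangles mark libraries with 0 reads. Each ORF gene is highest in its own group, with means of 415.8 CPM for GSTA4 and 628.1 to 927.8 CPM for the OSK genes.

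The comparison of GSTA4 with GFP asks what differs with expression of GSTA4 beyond the carriage of a control ORF. Of 15179 genes tested, 4439 (29.2%) were past the threshold, 2226 higher and 2213 lower in GSTA4. Their median change was 0.45 in size on the log2 scale. A change of at least 1 was found in 865, of which 258 were higher and 607 lower. In 42.3% of tested genes the 3 libraries of one group did not overlap those of the other, where chance gives 10%. Among alternatives at the same threshold, WT as the control moved the count most, to 5864 genes, of which 3023 were among the 4439. At a log2 change of at least 1, WT as the control gave 584 higher and 603 lower genes. The excess of lower genes at that size therefore depended on the control. The largest rises were in C1orf220, a long noncoding RNA, ATP1B2 and LOXL4. C1orf220 rose from 0.567 CPM ± 0.3 to 15.1 ± 0.824, a log2 fold change of 4.70 (SE 0.296, adjusted p 1.4e-10). LOXL4 rose by 3.85 (SE 0.166, adjusted p 4.36e-13). ATP1B2 rose by 4.48 (SE 0.602, adjusted p 8.32e-06), but its GFP reads were 13, 0 and 0. Without GFP replicate 1 it had 0 GFP reads, so its fitted log2 fold change of 9.74 depends on the prior count. The largest falls were in ITGA11, AMTN and CDH1. ITGA11 had 1, 0 and 4 reads in the GSTA4 libraries and 132.8 CPM ± 14.4 in GFP, a log2 fold change of -10.08 (SE 0.338, adjusted p 1.11e-14). Without GSTA4 replicate 3 the remaining GSTA4 libraries were under the floor, so the fitted value of -11.59 depends on the prior count. In WT ITGA11 had 197.1 CPM ± 38.7 and in OSK 69.04 ± 16.2. AMTN changed by -6.44 (SE 0.446, adjusted p 5.67e-10). CDH1 changed by -6.22 (SE 0.469, adjusted p 2.11e-09), or by -6.83 without GSTA4 replicate 2. For these rises and falls the libraries of the 2 groups did not overlap, as the rule required.

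The comparison of OSK with GFP asks what differs with the reprogramming factors. Here 6962 genes (45.9%) were past the threshold, 3508 higher and 3454 lower in OSK. With library size alone as the scaling, the split was 2761 higher and 4180 lower, so that 39.8% of the calls were higher rather than 50.4%. A change of at least 1 on the log2 scale was found in 769 higher and 998 lower genes. Groups did not overlap in 54.7% of tested genes, against 10% by chance. With WT as the control, 992 genes were higher and 861 lower at a log2 change of at least 1. The excess of lower genes at that size was therefore not seen against WT. LINC02582, a long noncoding RNA with 0 reads in the other 9 libraries, was at least 21.5-fold higher in OSK (adjusted p 6.12e-07). GPR1 was at least 66-fold higher (adjusted p 1.31e-11). UNC5B-AS1 had 476.2 CPM ± 38.6 in OSK and 2.13 ± 0.106 in GFP, a log2 fold change of 7.80 (SE 0.121, adjusted p 4.9e-21). It is an antisense gene, and without a stated counting strand its reads may belong to the gene on the other strand. The largest falls were in CASC19, CDH1 and CCND2. CASC19, a long noncoding RNA, changed by -5.47 (SE 0.695, adjusted p 1.71e-06) against GFP libraries at 10.27, 10.11 and 1.83 CPM. CDH1 changed by -4.92 (SE 0.402, adjusted p 2.95e-09), or by -5.69 without OSK replicate 3. CCND2 was at least 15-fold lower (adjusted p 2.94e-07).

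GFP was compared with WT to size the difference between the control line and cells with no named ORF. In this contrast 3369 genes (22.2%) were past the threshold, 1666 higher and 1703 lower in GFP, with 387 higher and 115 lower at a log2 change of at least 1. Groups did not overlap in 34.6% of tested genes, against 10% by chance. SKA3 rose from 0.312 CPM ± 0.149 to 3.46 ± 0.803, a log2 fold change of 3.4 (SE 0.4, adjusted p 6.05e-06). C11orf87 rose by 3.30 (SE 0.605, adjusted p 0.000606), with GFP libraries at 6.54, 7.1 and 0.679 CPM. NPR1 rose by 3.18 (SE 0.768, adjusted p 0.00552), a call that rests on GFP replicate 1. Without that library its log2 fold change was 1.92 with an adjusted p of 0.072, where its alternatives ran from 1e-07 to 0.072. Without WT replicate 1 the log2 fold change of NPR1 was 4.27. WFDC21P, a transcribed pseudogene, changed by -3.74 (SE 0.691, adjusted p 0.000655), by -2.73 without WT replicate 1 and by -4.73 without GFP replicate 1. IGFBP5 changed by -3.50 (SE 0.505, adjusted p 5.58e-05), with WT libraries at 50.45, 11.68 and 12.27 CPM, by -2.45 without WT replicate 1 and by -4.26 without GFP replicate 1. NYAP1 changed by -2.82 (SE 0.405, adjusted p 5.25e-05), by -2.17 without WT replicate 1 and by -3.45 without GFP replicate 1.

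OSK was compared with GSTA4 directly, since a gene past the threshold in only one of their contrasts with GFP is not shown to differ between them. The count was 7262 genes (47.8%), 3655 higher and 3607 lower in OSK, with 1084 higher and 900 lower at a log2 change of at least 1. With library size alone, 3156 were higher and 4277 lower, so that 42.5% of the calls were higher rather than 50.3%. Groups did not overlap in 58% of tested genes, against 10% by chance. APLNR was at least 33-fold higher in OSK (adjusted p 2.85e-07) and MS4A2 at least 28.3-fold higher (adjusted p 6.24e-09). KRT13 had 255.7 CPM ± 0.9 in OSK and 0.331 ± 0.328 in GSTA4, a log2 fold change of 9.50 (SE 0.234, adjusted p 1.04e-17), or 10.71 without GSTA4 replicate 1. C1orf220 was at least 73.7-fold lower (adjusted p 3.65e-12) and ATP1B2 at least 35.2-fold lower (adjusted p 4.29e-07). MYOZ2 changed by -6.46 (SE 0.236, adjusted p 5.03e-15). The F test over the 4 groups found a difference in 10152 genes (66.9%).

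Gene set enrichment was the stated use of the data, and the hand-written sets address which programs moved. In GSTA4 against GFP, 11 of 21 sets were past the threshold, 4 higher and 7 lower. The sets that rose were ribosomal proteins (NES 2.59, adjusted p 1.05e-09), oxidative phosphorylation (NES 2.33, adjusted p 1.2e-06), mitochondrially encoded mRNAs (NES 2.09, adjusted p 0.000145) and p53 targets (NES 2.09, adjusted p 0.000195). Those that fell were cholesterol synthesis, TGF-beta targets, extracellular matrix, RPE identity, epithelial genes, hypoxia and glycolysis, and mitosis. Cholesterol synthesis had an NES of -2.52 (adjusted p 1.05e-09), with 22 of 24 genes lower and 0 higher, and 24 adjusted over the list alone. TGF-beta targets had an NES of -2.44 (adjusted p 1.07e-09) and a median log2 fold change of -0.97. Mitosis and G2/M had an NES of -1.71 (adjusted p 0.0128), with 12 of 34 genes lower and 2 higher. The alternative that moved the number of sets most was camera with an estimated correlation, which left 2 of the 11, cholesterol synthesis and TGF-beta targets. All 11 held under camera with a correlation of 0.01 and under fry.

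The lists closest to the known function of GSTA4 were not past the threshold in GSTA4 against GFP. NRF2 targets had an NES of -0.78 (adjusted p 0.813), with 4 of 27 genes higher and 6 lower, and 10 past the threshold adjusted over the list alone. The glutathione system had an NES of -0.90 (adjusted p 0.682), with 4 of 29 genes higher and 2 lower, and 6 adjusted over the list alone. Its median log2 fold change was 0.14, of the opposite sign to its NES. In OSK against GFP the NES of these lists was 1.21 (adjusted p 0.258) and 1.32 (adjusted p 0.184). For NRF2 targets and the glutathione system, fry alone put them past the threshold in OSK, at adjusted p-values of 0.000642 and 0.000113. Over all alternatives these ran from 0.000642 to 0.904 and from 0.000113 to 0.622. The difference between GSTA4 and OSK had an NES of 1.08 (adjusted p 0.424) for NRF2 targets and 1.28 (adjusted p 0.266) for the glutathione system. Under fry that difference was past the threshold for both lists, at 0.000312 and 0.000546, and under camera it was at 0.259 and 0.395, or 0.53 for each with an estimated correlation.

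In OSK against GFP, 14 sets were past the threshold, 9 higher and 5 lower. Mitosis and G2/M had an NES of 2.50 (adjusted p 2.1e-09), with 33 of 34 genes higher. Cholesterol synthesis had an NES of 2.26 (adjusted p 6.55e-06), with 22 of 24 genes higher and 1 lower. DNA replication (NES 1.85), interferon response (NES 1.73), unfolded protein response (NES 1.82), oxidative phosphorylation (NES 1.90), mitochondrially encoded mRNAs (NES 1.61), lysosome (NES 1.83) and complement (NES 1.80) also rose. Ribosomal proteins (NES -2.00), TGF-beta targets (NES -1.94), epithelial genes (NES -1.87), RPE identity (NES -1.67) and extracellular matrix (NES -1.60) fell. Mitochondrially encoded mRNAs were past the threshold by a small margin, at an adjusted p of 0.0299. Without GFP replicate 3 this was 0.0703 and without OSK replicate 2 it was 0.0702, in a range over all alternatives from 0.00018 to 0.464. Camera with a correlation of 0.01 kept 13 of the 14 sets, fry 14, and an estimated correlation 0, where 6 sets had an unadjusted p under 0.05.

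In GFP against WT, 11 sets were past the threshold, 6 higher and 5 lower. Mitosis and G2/M had an NES of 3.07 (adjusted p 2.1e-09), a median log2 fold change of 1.84 and 31 of 34 genes higher. Ribosomal proteins (NES 2.51), DNA replication (NES 2.50), RPE identity (NES 2.40), interferon response (NES 2.21) and cholesterol synthesis (NES 2.15) rose too. Hypoxia and glycolysis (NES -2.40), TGF-beta targets (NES -1.96), NRF2 targets (NES -1.84), extracellular matrix (NES -1.58) and amino acid starvation (NES -1.54) fell. The last pair, each at an adjusted p of 0.0451, changed with single libraries. Amino acid starvation was at 0.165 without WT replicate 1, 0.0898 without WT replicate 3 and 0.224 without GFP replicate 1, in a range over its alternatives from 0.0148 to 0.382. Extracellular matrix was at 0.161 without WT replicate 2, 0.108 without WT replicate 3 and 0.106 without GFP replicate 1, in a range from 0.00067 to 0.638. Of the 11 sets, 8 held under camera with a correlation of 0.01, 10 under fry and 2 under an estimated correlation. In OSK against GSTA4, 9 sets were past the threshold. Cholesterol synthesis (NES 2.43, median log2 fold change 1.56, 24 of 24 genes higher), mitosis (NES 2.43), DNA replication (NES 1.96), the unfolded protein response, hypoxia and glycolysis, TGF-beta targets (NES 1.80) and complement were higher in OSK. Ribosomal proteins (NES -2.74) and p53 targets (NES -1.98) were lower in OSK. All 9 held under camera with a correlation of 0.01 and under fry, and 3 under an estimated correlation. By preranked enrichment, heat shock and NF-kB targets were past the threshold in none of the 4 contrasts. In GSTA4 against GFP their NES was 0.94 (adjusted p 0.597) and -0.67 (adjusted p 0.897). Under fry, NF-kB targets were past the threshold in OSK against GFP (adjusted p 0.00119) and in OSK against GSTA4 (0.00131). Heat shock was past it under fry in GFP against WT (0.0478) and in OSK against GSTA4 (0.0404). Camera put neither list past it.

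**Figure D3:**
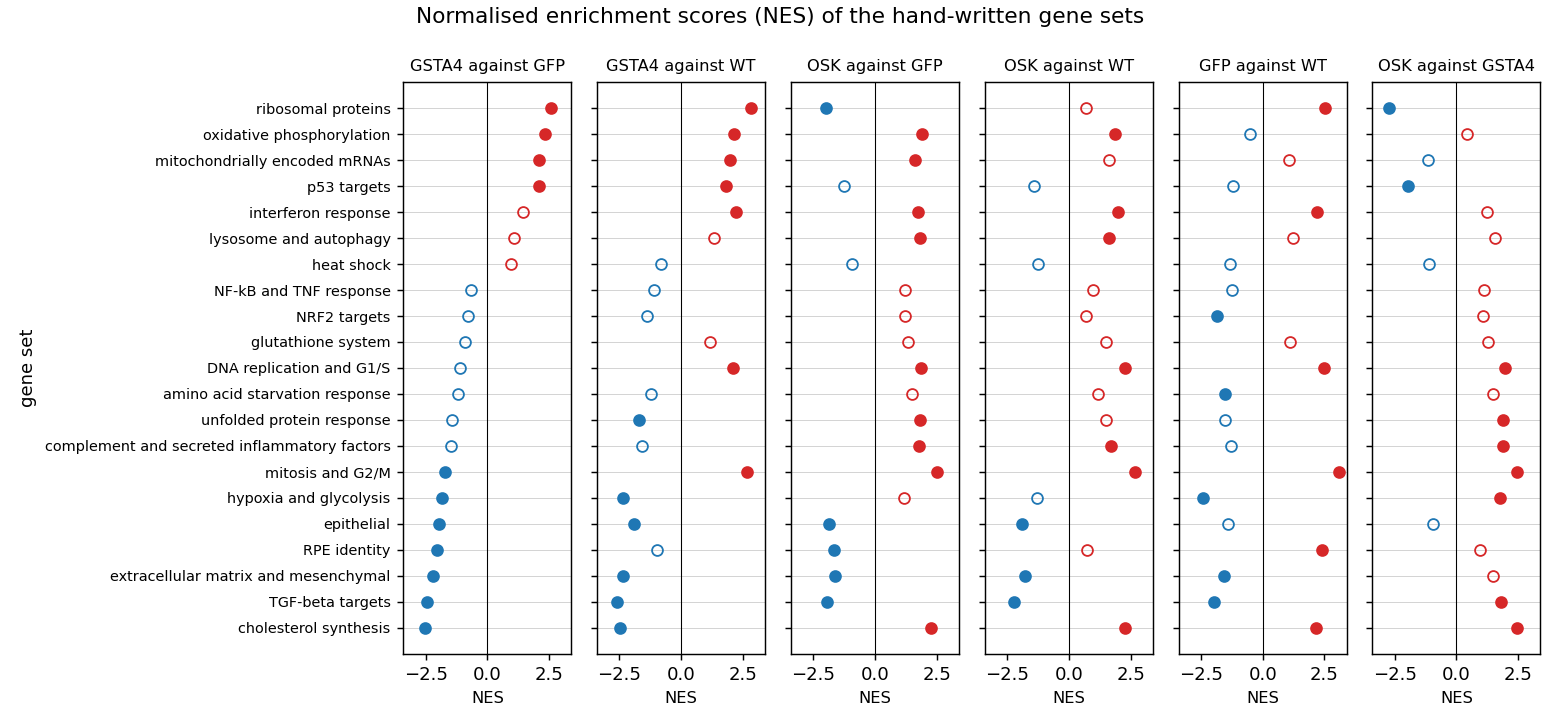
NES of the 21 tested gene sets in 6 contrasts, a point per set, red where positive and blue where negative, filled where the adjusted p is under 0.05. Cholesterol synthesis lies at -2.52 in GSTA4 against GFP and at 2.26 in OSK against GFP, and mitosis at -1.71 in GSTA4 against GFP and at 2.68 in GSTA4 against WT.

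Over the called sets of the 4 contrasts, the rule gave 135 members past the threshold, counted once per set and contrast, of which 10 moved against the direction of their set. These were 1 of 33 in GSTA4 against GFP, 5 of 42 in OSK against GFP, 3 of 33 in GFP against WT and 1 of 27 in OSK against GSTA4. In the cholesterol list, INSIG1 and MSMO1 changed by -1.95 (SE 0.081) and -1.51 (SE 0.0712) in GSTA4 against GFP. MSMO1 rose by 0.86 (SE 0.0655, adjusted p 1.05e-09) in OSK against GFP. In OSK against GSTA4, MSMO1 and INSIG1 differed by 2.37 and 2.31. Among TGF-beta targets, JUNB changed by -2.14 (SE 0.0748, adjusted p 1.75e-14), COL1A1 by -4.19 (SE 0.204, adjusted p 2.97e-12) and CCN2 by -1.5 (SE 0.0798, adjusted p 1.11e-11) in GSTA4 against GFP. Among p53 targets, CCNG1 and FAS rose by 0.71 (SE 0.0631) and 1.26 (SE 0.125), while SUSD6 changed by -1.07 (SE 0.0775, adjusted p 1.05e-09), against the direction of its set. MKI67 had 10.45 CPM ± 3.09 in WT, 57.79 ± 1.28 in GFP, 42.79 ± 3.98 in GSTA4 and 154.0 ± 11.8 in OSK. MKI67, TOP2A and BUB1 rose by 2.46, 2.41 and 2.53 in GFP against WT. MKI67, KIF23 and ECT2 rose by 1.41, 1.21 and 1.43 in OSK against GFP.

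The mitosis set took opposite directions in GSTA4 by control. Against GFP its median log2 fold change was -0.35, and CENPF, CCNA2 and KIF20A changed by -0.69 (SE 0.118, adjusted p 0.000133), -0.90 (SE 0.156, adjusted p 0.000167) and -0.78 (SE 0.157, adjusted p 0.000741). Against WT the median was 1.5, with 30 of 34 genes higher and 0 lower, and an NES of 2.68 (adjusted p 5.25e-10).

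Whether GSTA4 and OSK changed the same genes was examined across 15175 genes. The fold changes against GFP had a Spearman's rho of 0.231 and a Pearson's r of 0.19, and 58.8% of genes had the same sign. Among 2717 genes past the threshold in both contrasts, 1779 (65.5%) moved the same way, 797 up and 982 down, and 938 moved in opposite ways. The shared GFP libraries alone raise these values. Simulated groups with no change at all gave a mean rho of 0.457, since the noise of the control is then the only signal. Simulations that handed the measured fold changes to other genes gave a mean rho of 0.0818, from 0.0676 to 0.0932 over 20 draws, with 52.8% of genes of the same sign. In those draws a mean of 767 genes were up in both, 729 down in both, and 579 and 634 opposite. Pairs of contrasts that shared no library had a rho of 0.111 (jackknife SD 0.0281) and an r of 0.00415 with GSTA4 against GFP and OSK against WT. In that pair 54.3% of genes had the same sign. With GSTA4 against WT and OSK against GFP, rho was 0.0402 (jackknife SD 0.0426) and r was 0.0616. In this pair, the alternative that moved the value most, 50% of genes had the same sign. With WT as the control of both, rho was 0.341 (jackknife SD 0.0355) and r was 0.331. Called in the same direction against GFP and against WT were 390 genes up and 550 down in both lines, and 261 in each of the opposite combinations.

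**Figure D4:**
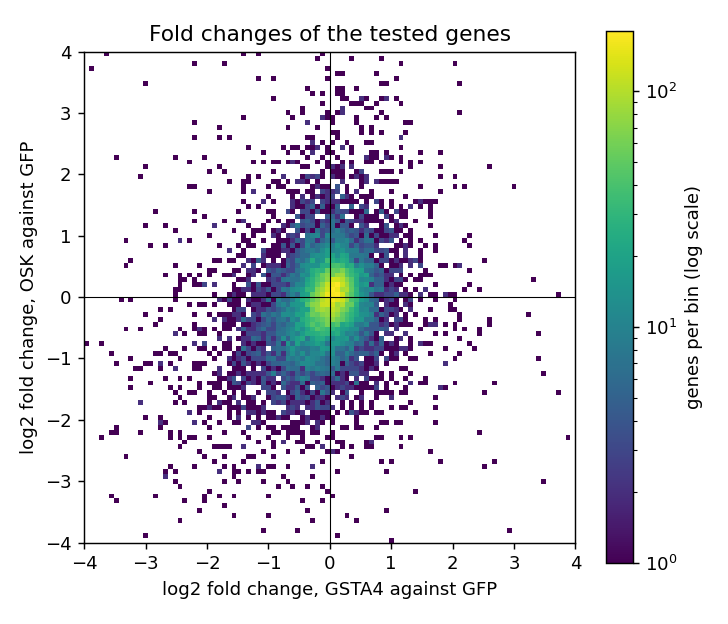
Log2 fold changes of GSTA4 against GFP (horizontal) and OSK against GFP (vertical) as a density of genes on a log colour scale. Axes end at 4 on the log2 scale, which leaves 96 of 15175 genes outside; rho is 0.231.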

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

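Tests in this part were chosen after the counts of calls had been seen and before their own values had been computed. Earlier tests of noise, on abundant entries alone and on the overlap of all low entries, were dropped because they did not bear on the calls at low counts. Table entries without a gene symbol took no part in the comparisons of the report. When they were tested together with the named genes, 48 were higher in GSTA4 than in GFP and 75 were higher in OSK than in GFP, out of 1914 tested. Reads above the control level in data outside the main measurement are the reason for listing them. Lower entries were more frequent, at 146 and 344.

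Noise at low counts was weighed first, since the median unnamed entry had 1.09 CPM. Of the calls, 32 of the higher entries in GSTA4 and 69 of those in OSK had a mean under 10 CPM. The 1831 tested entries under 10 CPM were redrawn 20 times with no change between the groups and their fitted dispersion. At most 11 of them were then called higher in GSTA4 and 16 in OSK. Noise of that size is therefore excluded as the cause of all of these calls. It may account for some, at a mean of 6.5 and 10.9 per simulation, and noise with a wider spread than the fitted one was not simulated. Extra reads in GFP replicate 1 were weighed for the excess of lower entries in OSK. Without that library, 251 entries were still lower against 87 higher, so it could account for part of the excess at most. What the entries are was not examined, since they carry no identifier. A difference between the lines in the transcripts they stand for remains open and untested.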

How the results depend on the processing

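The 4 ORF genes stayed past the threshold in their own groups under each alternative run, including the 9 fits that each left out a library. Counts of genes stayed within 1.5 times their value under RLE scaling, library size alone, both filters, DESeq2, only the 6 libraries and WT as the control. For GFP against WT the count was 2407 with only the 6 libraries. A minimum log2 change of 1 lowered the counts by construction, from 4439 to 865 for GSTA4 against GFP, from 6962 to 1767 for OSK against GFP, from 3369 to 502 for GFP against WT and from 7262 to 1984 for OSK against GSTA4. Across fits that each left out a library, these counts ran from 3459 to 4109, from 6188 to 6625, from 2267 to 3222 and from 6452 to 6674. The count over the 4 groups ran from 9539 to 10215, and the ORF count was 4 throughout.

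Among single genes, RLE scaling, library size alone, both filters and DESeq2 changed 0 calls. With only the 6 libraries, 1 of 49 calls was lost, that of KLF4 in GSTA4 against GFP. Leaving out a library weakened 11 of 330 results, all of NPR1, KLF4 and SOX2 in the contrasts that do not carry the latter pair. WT in place of GFP weakened 1 of 34, KLF4 in GSTA4, and reversed 4, all in GSTA4. For SOX2 the change was 0 by construction, with 0 reads in both groups, in a range of adjusted p-values from 0.0129 to 1. The others came from the mitosis set. CENPF rose by 1.08, CCNA2 by 0.44 and KIF20A by 1.57. Their adjusted p-values over the alternatives ran from 7.82e-12 to 0.00177, from 7.58e-12 to 0.0482 and from 1.43e-06 to 0.00802. The rise of this set in GFP over WT is larger than its fall in GSTA4 from GFP, which gives the reversal by construction.

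The number of sets depended on the test. An estimated correlation in camera left 2 of 11, 0 of 14, 2 of 11 and 3 of 9 sets in GSTA4 against GFP, OSK against GFP, GFP against WT and OSK against GSTA4. For the contrast with 0, 6 sets had an unadjusted p under 0.05. With fry, OSK against GSTA4 went from 9 to 18 sets. Ranking by log2 fold change gave 8 sets in place of 14 in OSK against GFP and 5 in place of 9 in OSK against GSTA4. The cause was not tested. Leaving out a library gave from 11 to 13, from 13 to 15, from 9 to 13 and from 9 to 11 sets. Among single sets, 38 of 49 were weaker under an estimated correlation, 15 under ranking by log2 fold change, 4 under camera with a correlation of 0.01, 3 with a mean of at least 1 CPM and 1 under fry. Under fry 2 were stronger, RLE scaling changed 0, and 8 of 294 fits without a library were weaker.

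WT as the control weakened 3 of 29 sets and reversed 4. The mitosis set in GSTA4 reversed to an adjusted p of 5.25e-10, in a range over its alternatives from 5.25e-10 to 0.393. RPE identity and ribosomal proteins in OSK reversed to 0.904 and 0.91, in ranges from 0.000486 to 0.904 and from 1.04e-08 to 0.91, so neither fall held against WT. The glutathione system in GSTA4, not past the threshold under any alternative, took the opposite sign at 0.298 with WT, 0.541 with camera, 0.672 with an estimated correlation, 0.132 with fry and 0.629 with ranking by log2 fold change, in a range from 0.132 to 0.735. The cause was not tested. RPE identity in GSTA4 was at 0.533 against WT, in a range from 5.44e-06 to 0.533.

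The correlation of the GSTA4 and OSK responses moved with the control, from 0.231 to 0.111 and 0.0402 for pairs with no library in common and 0.341 with WT for both. Genes with a mean of at least 10 CPM gave 0.172. Fits that each left out a library ran from 0.218 to 0.296, the highest without GFP replicate 3. The cause was not tested.

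Replicate numbers did not pair the libraries across all groups. After group means were removed, 3 of 18 pairs with the same number in different groups correlated above 0.1, with a range from -0.0193 to 0.153. The 3 pairs joined WT replicate 1 to replicate 1 of GFP (0.153), GSTA4 (0.12) and OSK (0.106). With the number as a block, the counts of genes were 4734, 7269, 3779 and 7476, with 10363 over the 4 groups. Each of these was above its value without the block, so a small effect of the replicate number is not excluded. The block gave a rho of 0.229 and 13, 14, 10 and 9 sets. The 13 sets in GSTA4 against GFP held the 11 called without the block. Amino acid starvation in GFP against WT lost its call under the block, at 0.0618, in a range from 0.0148 to 0.382.

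Alternatives written for normalised values (another pseudocount, no filter on low values) were not run, since the values are counts. Depth limits results near the floor of 3 reads, where folds are lower bounds.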

Other observations

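Splits of the libraries were planned from the outset, and the other tests in this part were chosen after the pattern they examine had been seen. For thinning, the runs on chromosome 19, the chromosome 11 run in GSTA4 against WT, the OSK reads under the carried share and the pairs of contrasts without a common library, the value had been seen as well. Criteria for genomic DNA, copy number and ITGA11 were made stricter after their values were seen, which left more explanations open.

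For each of the 4 contrasts, 1 of the 10 splits of its 6 libraries into 3 and 3 gave as many genes past the threshold, the real one. The largest count of another split was 0, 0, 2 and 0 genes for GSTA4 against GFP, OSK against GFP, GFP against WT and OSK against GSTA4. At an unadjusted p under 0.05 it was 787, 562, 1413 and 464, against 5928, 7999, 5217 and 8108 for the real groups. The other splits mix the groups, which widens the spread within each part of a split, and 10 splits cannot give a share under 0.1, so the share itself does not reach 0.05. For the F test over the 4 groups, 1 of 100 drawn splits gave as many genes, the real one, and the largest other count was 4530 against 10152. A count as large by regrouping is thus excluded for the F test.

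GFP replicate 1 had reads on more genes than the other libraries. Thinning each library to the smallest total left it at 27349 genes, against 21794 for the next, so depth is excluded. It had 7122 reads on genes with 0 reads in the other 11 libraries, where the next highest library had 709 on such genes. Reads carried over from the 11 cannot fall on such genes, so carry-over is excluded as the only source. For the other extra genes it was not tested. RNA of another cell type would pile up on its abundant transcripts, but the 10 highest of these genes took 2.13% of the reads and no gene had more than 18. Genomic DNA remains open. X-linked genes had 0.531 of the autosomal reads per kb (bootstrap range 0.428 to 0.647), which could come from DNA of a line with 1 X chromosome. Low-level transcription from a single X would give the same ratio. The rate per kb also fell from 1.46 in the shortest transcripts to 0.675 in the longest, where DNA would be even. No biological explanation was tested.

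Neighbouring genes shifted together between the lines. Over 327 runs of 60 genes, 31 runs in the 4 contrasts were past the threshold of 2000 permutations of gene order, which excludes a chance order of genes. After correction for GC content and transcript length, 19 stayed past it, so these do not explain all of them. They may explain the runs on chromosome 19 that were lower in GFP than in WT, since 6 were past the threshold before the correction and 0 after it.

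On chromosome 15, the run of genes from AVEN to CCNDBP1 was higher in GSTA4 than in GFP, with 54 of 60 genes above the median of all others. Its lower quartile shifted by 0.449 and its upper quartile by 0.351, and against WT by 0.307 and 0.195. A shift of most genes by a similar amount could come from an extra copy of the region in the GSTA4 line, as a hypothesis. Whether the size of the shift matches an extra copy was not tested. The run was also lower in GFP than in WT, by -0.124 and -0.179, and in OSK than in WT, by -0.214 at both quartiles. After correction for GC content and transcript length, its median shift was 0.359 in GSTA4 against GFP (permutation p 5e-04, the smallest possible), 0.233 in GSTA4 against WT (0.0035) and -0.142 in GFP against WT (0.024). In OSK against WT it was -0.215 and no longer past the threshold (permutation p 0.091). On chromosome 11, the run from GDPD5 to SRSF8 shifted by 0.156 and 0.133 at its quartiles in GFP against WT, and by -0.291 and -0.167 in OSK against GFP. Its largest shift was in GSTA4 against GFP, at -0.479 and -0.287, and it was also lower in GSTA4 than in WT, at -0.39 and -0.161. After correction for GC content and transcript length, its median shift was -0.277 in GSTA4 against GFP, at the smallest p that the permutations can give (5e-04), and -0.242 in OSK against GFP (permutation p 0.021). GC content and length therefore do not account for these shifts. In GSTA4 against WT, a contrast without GFP libraries, it was -0.249 (permutation p 0.001), so a copy number difference in the GFP line is excluded as the cause of that shift. In GFP against WT the corrected shift of 0.124 was not past the threshold (permutation p 0.15). In GSTA4 against GFP, 10 runs on chromosome 11, some of which overlap, were lower and past the threshold. For the shift of GFP itself, a copy number difference in the GFP line cannot be told apart from a shift in the other lines. Regulation by the ORFs stays open for both runs and was not tested.

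Mitosis genes were lower in GSTA4 than in GFP and higher than in WT. Their median in GSTA4 against GFP was -0.255 after correction for GC content and transcript length, where it was -0.346 before, and 1.48 against WT, where it was 1.5. The change of sign stayed in 12 of 12 fits that each left out a library. The fits without an OSK library removed none of the libraries compared, so only the other fits test this. Neither composition nor 1 library explains it. A difference in how fast the lines divided may do so, as a hypothesis that these data do not test, and density or culture at harvest is not stated.

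GSTA4 reads were higher in OSK than in GFP. Carry-over from the GSTA4 libraries would need a share of 2.8% and would bring at least that share of every other transcript of the GSTA4 line. Among the 50 other genes most raised in GSTA4 against WT, 3 (LOXL4, C1orf220 and MYOZ2) had fewer OSK reads than that share alone would bring, at a Bonferroni adjusted negative binomial p under 0.05. With the share at 1.98%, its value at 2 standard errors less gain, 0 had fewer, so carry-over cannot be told apart from a rise of the transcript. The median of the 50 in OSK against GFP was -0.395, where 0.0797 was predicted, but 20 were higher in OSK and 16 lay above their predicted value, so the median does not decide. Other alpha-class GST genes together changed by -0.225 CPM, against a gain of 11.4 CPM in GSTA4, so shared reads are excluded. A rise of the endogenous transcript in the OSK line is a candidate explanation that remains open beside carry-over.

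ITGA11 was near 0 reads in the GSTA4 group. Its 6 nearest tested neighbours, which were looked up after its value was seen, had log2 fold changes of -0.75 in CORO2B (SE 0.299, adjusted p 0.0641), -0.46 in FEM1B (SE 0.0744, adjusted p 7.93e-05), -0.19 in SPESP1, -0.04 in CLN6, 0.01 in ANP32A and 0.09 in PIAS1. Complete loss of the neighbours is excluded. Loss of ITGA11 alone, or with a single copy of a neighbour, cannot be told apart from silencing in the GSTA4 line.

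The responses of GSTA4 and OSK correlated at 0.231 against the same GFP libraries. The lower of the pairs with no library in common gave 0.0402, within its jackknife SD of 0.0426, and the other gave 0.111 with an SD of 0.0281 but an r of 0.00415. Shared GFP libraries may therefore account for part of the correlation, and how much stays open. The value lies above the 0.0818 of simulations in which only the control linked the contrasts and below the 0.457 of simulations with no change.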
